A study of Drosophila melanogaster with 9 samples. Its data were reported in "Interplay of pericentromeric genome organization and chromatin landscape regulates the expression of Drosophila melanogaster heterochromatic genes" (2020).

How the data were processed

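Total RNA from *Drosophila* S2 cells was sequenced 3 days after transfection with 1 µg of dsRNA against GFP (control), HP1a or Su(var)3-9, with 3 replicates in each of 3 groups. Groups were taken from the sample labels, and all 9 libraries were used.

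According to the study's methods, the authors trimmed reads with Cutadapt 1.11 (Phred cut-off 30, minimum length 50), aligned them to the dm3 genome with STAR 2.4.5a, and quantified expression with RSEM 1.3.0. The authors deposited TPM for 15168 genes and for 22353 transcripts, one column per library, rounded to 2 decimals. The columns summed to between 999999.6 and 1000000.6. TPM keep no record of depth, so the depth per library is unknown from these values and was not used here. The authors also deposited a table for each knockdown against the control. Per the file headers, it gives posterior probabilities of equal and of differential expression, each a fraction from 0 to 1. It also gives the fold change between the conditions as a linear ratio, with and without shrinkage. These tables hold 11648 and 11517 genes, no replicate values, and no statement of which condition is the numerator. They were used for counts, directions, the fold changes of the targets and a comparison of fold changes with TPM.

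Gene names came from a RefSeq gene table of a later genome release than dm3. Of the 15168 identifiers, 14450 matched a locus tag and 109 a synonym, so that 14559 (96.0%) had a single name. The identifier CG6476 is used here for Su(var)3-9 and shares its locus with eIF2gamma. CG8409, the gene of HP1a, is called the HP1a gene. Because the assemblies differ, no coordinates are given. CG4976 is written as Mes-4 and CG18140 as Cht3. The heterochromatic list was the set of 248 genes in the study's own table, chosen by position and not by outcome, and all 248 were in the gene table. The list may not hold every heterochromatic gene that the study counted.

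Values were analysed as log2(TPM + 1) for features with a mean of at least 1 TPM over the 9 libraries, which left 6573 genes and 7704 transcripts. A fold change on this scale understates the change of low genes. Each comparison was fitted to its own 6 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, two-sided), without covariates. Calls had a Benjamini-Hochberg adjusted p-value under 0.05. The comparisons were HP1a RNAi with the control, Su(var)3-9 RNAi with the control, and HP1a RNAi with Su(var)3-9 RNAi. For heterochromatic genes the count adjusted over the list alone is given beside that over all genes. Gene lists (heterochromatic genes, genes named snRNA or snoRNA, and heat shock genes named Hsp or Hsc, with stv and DnaJ-1) were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Of these lists 148, 130 and 19 genes were tested. Expression classes were set at 1, 10 and 50 TPM. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

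The genes named in the text were set by a rule: the targets; preset chromatin factors (G9a, egg, HP1b, HP1c, Mes-4, ADD1); preset heterochromatic genes (lt, rl, Nipped-A, Nipped-B, cta, RpL5, RpL15, RpL38, Cht3, CG40006, CR41501, CR33294 and 18SrRNA-Psi:CR41602); preset genes Trl, rad50, HmgZ, Nup75, Su(var)2-10 and LamC; per comparison, the 3 largest rises and falls among called genes without overlap between groups; and up to 5 heterochromatic genes with the smallest adjusted p-value among those called. Most preset names came from the study's text. The list of 6 genes called in both knockdowns, Hsc20, 5SrRNA:CR33407 and the transcripts of the targets were named after their values were seen. Preset genes short of the threshold are summarised as lists. That was decided after their values were seen, since many changes near 0 switched sign between settings.

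The tests, gene lists, the rule above and most alternatives were fixed before the data were examined. These were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, median-ratio size factors, quantile normalization, rescaling without small noncoding genes, all 9 libraries in one fit, the replicate number as a block, eBayes without trend, array weights, an unmoderated equal-variance test per gene for the heterochromatic list, a looser threshold of 0.1 for the overlap, a posterior probability above 0.99 for the authors' tables, and leaving out each library in turn. Chosen after the data were seen were genes of at least 350 bases, list genes of at least 150 bases, an unequal-variance per-gene test, heat shock genes without Hsp70, fry after size factors, the comparison of the gene lists between the knockdown groups, and a block by protein-coding share. Size factors were medians of the ratios to the geometric mean over 6447 genes above 0 in every library.

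The model and list tests were tested on simulated data in 10 runs of 6573 genes with 200 changed genes each. A median of 89% of genes changed by 2 log2 units and 33.8% of those changed by 1 log2 unit were recovered. At least 96.5% of changed genes had the right sign. A median of 127 genes was called per run, 5.5 of them false, and with no gene changed at most 1 was called. Lists shifted by 0.5 were detected in 10 of 10 runs and unshifted lists in 0. Noise was simulated independently for each gene. Changed genes and list genes were drawn from those at about 10 TPM or more in the control. The libraries here share variation between genes, since 1 regrouping of the Su(var)3-9 RNAi and control libraries that mixed the groups called 1082 genes. The simulated rates therefore need not hold for these data.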

Results

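Total RNA was sequenced from 9 cultures of *Drosophila* S2 cells, an embryonic cell line. The cells received double-stranded RNA (dsRNA) against GFP (control), against HP1a, or against Su(var)3-9, with 3 replicates per group. HP1a binds methylated histone H3 in heterochromatin, and Su(var)3-9 is a methyltransferase that places this mark. The study asked whether depleting either protein alters the expression of genes located in pericentromeric heterochromatin. The deposited values are TPM (transcript abundances scaled to the same total in each library), which retain no sequencing depth. The depth of each library is therefore unknown from these values and was not used here, and no counting interval is given.

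The gene table held 15168 genes, and between 9065 and 9909 of them were above 0 TPM in a library. Small noncoding genes took most of the TPM of every library, from 84.1% to 90.0%. Protein-coding genes made up 13.6% ± 2.49 of TPM in the control (SD, n = 3), 10.4% ± 0.475 in the libraries labelled HP1a RNAi (SD, n = 3) and 11.4% ± 2.4001 in the libraries labelled Su(var)3-9 RNAi (SD, n = 3). This share varied within groups as well as between them. It was 14.1% in Su(var)3-9 RNAi replicate 3, against 9.56% and 10.4% in the other libraries of its group, and 10.7% in control replicate 2, against 15.09% and 14.96% in the other controls. The share of snoRNA genes ranged from 24.1% in control replicate 3 to 52.8% in HP1a RNAi replicate 2. The shortest gene above 0 TPM had between 126 and 146 bases, depending on the library. Su(var)3-9 RNAi replicate 3 listed 110 tested genes under 350 bases at 0, while the other libraries listed 16 to 54 such genes. Across tested genes, the Pearson correlation of log2(TPM + 1) between this library and each of the other 8 was 0.751 to 0.811, and it was 0.928 to 0.9899 for the other 28 pairs. Genes are not independent replicates, so no p-value is attached to these correlations.

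**Figure D1:**
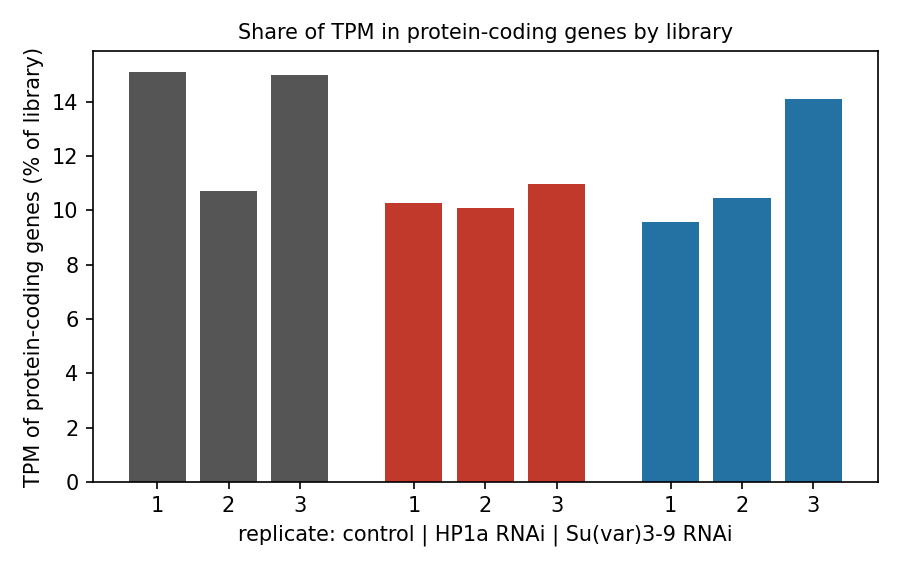
Share of TPM in protein-coding genes, in percent, for each of the 3 control (grey), 3 HP1a RNAi (red) and 3 Su(var)3-9 RNAi (blue) libraries, one bar per library. The bars run from 9.56% to 15.1%, and control replicate 2 and Su(var)3-9 RNAi replicate 3 lie apart from the other libraries of their groups.

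The targeted genes were examined first, because they check the labels. Both were higher, not lower, in the libraries labelled as their knockdown. The HP1a gene (CG8409) had 332 ± 55.6 TPM in the libraries labelled HP1a RNAi (SD, n = 3) against 75.003 ± 19.2 TPM in the control (SD, n = 3). Its log2 fold change was 2.15 (SE 0.28, limma adjusted p-value 0.00191), and 3 of the 3 libraries lay above every control library. Su(var)3-9 (CG6476) had 368 ± 101 TPM in the libraries labelled Su(var)3-9 RNAi (SD, n = 3) against 32.4 ± 7.42 TPM in the control (SD, n = 3). Its log2 fold change was 3.46 (SE 0.37, limma adjusted p-value 2.24e-04), again with 3 of the 3 libraries above every control library. Among the alternatives run, the log2 fold change of the HP1a gene was lowest, at 1.93, without control replicate 2. Its adjusted p-value was 0.0511 when no filter on low values was used, and lay between 4.97e-06 and 0.0511 over the alternatives. No change was detected in either gene in the libraries labelled with the other target. There, the log2 fold change was -0.21 (SE 0.23, adjusted p-value 0.511) for Su(var)3-9 and -0.33 (SE 0.34, adjusted p-value 0.786) for the HP1a gene. Because the targets rose, the knockdown groups are named below by their labels, and a direction describes the labelled libraries, not the loss of a protein.

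The transcript table divided these rises unevenly. Of the HP1a gene's transcripts, CG8409-RA fell from 47.3 ± 17.6 TPM in the control (SD, n = 3) to 4.27 ± 0.906 TPM in the libraries labelled HP1a RNAi (SD, n = 3). Its log2 fold change was -3.15 (SE 0.27, adjusted p-value 0.00444). CG8409-RB rose from 27.7 ± 15.7 TPM (SD, n = 3) to 327 ± 55.6 TPM (SD, n = 3), a log2 fold change of 3.65 (SE 0.39, adjusted p-value 0.0168). Of the Su(var)3-9 transcripts, CG6476-RA rose from 2.76 ± 0.720 TPM (SD, n = 3) to 344 ± 97.3 TPM (SD, n = 3) in the libraries labelled Su(var)3-9 RNAi. Its log2 fold change was 6.50 (SE 0.31, adjusted p-value 5.15e-05). In the control, CG6476-RB held 29.6 ± 6.71 TPM (SD, n = 3) of the 32.4 TPM of the gene. The identifier CG6476 is shared with eIF2gamma, so the control value can include reads of that gene, and the fold change of Su(var)3-9 alone is uncertain. CG6476-RB did not differ by more than the spread between replicates, with a log2 fold change of -0.28 (SE 0.29, adjusted p-value 0.814).

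**Figure D2:**
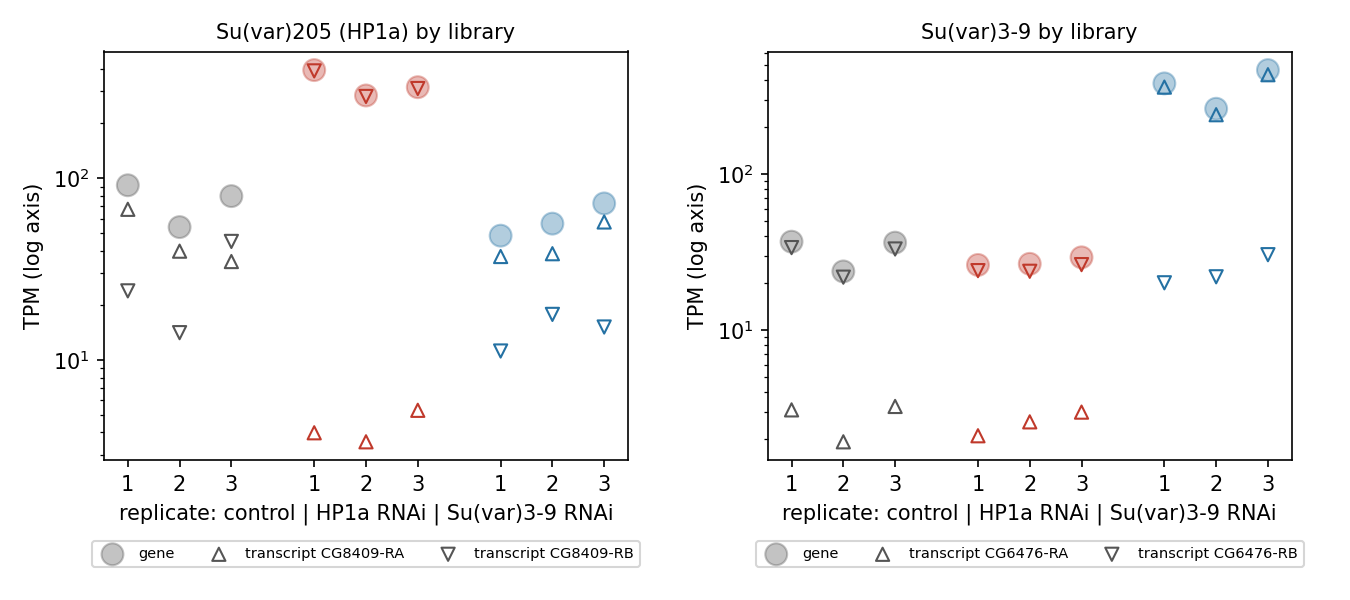
TPM on a log axis of the HP1a gene (left) and Su(var)3-9 (right) in each of the 3 control (grey), 3 HP1a RNAi (red) and 3 Su(var)3-9 RNAi (blue) libraries, with filled circles for the gene and open triangles for 2 of its transcripts. The HP1a gene reached 285 to 393 TPM in the libraries labelled HP1a RNAi while its transcript CG8409-RA lay between 3.55 and 5.29 TPM there, and Su(var)3-9 reached 262 to 463 TPM in the libraries labelled Su(var)3-9 RNAi.

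Gene-wide comparisons covered 6573 genes with a mean of at least 1 TPM. As deposited, the median log2 fold change of these genes was -0.27 in the libraries labelled HP1a RNAi and -0.23 in the libraries labelled Su(var)3-9 RNAi. Changes are therefore also given relative to that median. After the TPM were divided by median-ratio size factors, which ranged from 0.784 to 1.28, these medians were 0.00 and -0.01.

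With the label HP1a RNAi, 285 genes passed an adjusted p-value of 0.05, of which 14 were higher and 271 lower than in the control. After size factors, 58 genes passed, 12 higher and 46 lower, and 55 of these were among the 285. After quantile normalization, 49 genes passed, 13 higher and 36 lower, and after rescaling without small noncoding genes 41 passed, 9 higher and 32 lower. Among the alternatives run, the count was lowest, at 26 genes, without a filter on low values, and highest, at 2767 genes, without control replicate 2. It was 60 genes without control replicate 1, and 80, 182 and 78 without HP1a RNAi replicates 1, 2 and 3. Of the 285 genes, 268 were protein-coding. Of the 14 higher genes, 10 were small noncoding genes, and 9 were listed at 0 in at least 1 of the 6 libraries.

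The 3 largest rises without overlap between the groups were small nucleolar RNA (snoRNA) genes that were listed at 0 in control libraries, so no fold is given. Exact zeros were also found for other short genes, and near-identical copies share reads, which makes these values uncertain. snoRNA:Psi28S-2442a (CR34613) was listed at 0 in each control library and at 172, 119.7 and 205.5 TPM in the libraries labelled HP1a RNAi (adjusted p-value 7.42e-10). snoRNA:Psi18S-841c (CR34553) was listed at 0, 0 and 33.3 TPM in the control and at 142, 361 and 220.5 TPM in the libraries labelled HP1a RNAi (adjusted p-value 0.00727, not past the threshold after size factors). snoRNA:Psi18S-525a (CR34570) was listed at 0, 107 and 0 TPM in the control and at 134, 169.5 and 182 TPM in the libraries labelled HP1a RNAi (adjusted p-value 0.0468, not past the threshold after size factors).

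The 3 largest falls were in Hsp70Ab, Hsp70Bb and pAbp, and each was lower in 3 of the 3 libraries than in any control. Hsp70Ab (CG18743) had 10.3 ± 1.94 TPM against 38.7 ± 8.57 TPM in the control (SD, n = 3 each), a log2 fold change of -1.80 (SE 0.23, adjusted p-value 0.00184), or -1.53 relative to the median gene. Hsp70Bb (CG31359) had 7.86 ± 0.444 TPM against 30.5 ± 8.57 TPM (SD, n = 3 each), a log2 fold change of -1.80 (SE 0.22, adjusted p-value 0.00146), or -1.53 relative to the median gene. The Hsp70 genes are near-identical copies, so the division of reads among them is uncertain. pAbp (CG5119) had 75.5 ± 20.6 TPM against 239.7 ± 43.6 TPM (SD, n = 3 each), a log2 fold change of -1.67 (SE 0.28, adjusted p-value 0.00740), or -1.40 relative to the median gene. These 3 genes remained past the threshold after size factors, and all 3 fell short of it without a filter on low values. pAbp also fell short without HP1a RNAi replicate 3, after quantile normalization and with all 9 libraries in one fit.

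Heterochromatic genes were taken from the study's list of 248 genes, of which 148 had a mean of at least 1 TPM. In the libraries labelled HP1a RNAi, 5 of the 148 passed the threshold when adjusted over the list alone, and 5 when adjusted over all genes tested. All 5 were lower. At an unadjusted p-value under 0.05, 35 of the 148 did. After size factors 0 list genes passed when adjusted over the list alone and 18 had an unadjusted p-value under 0.05. After quantile normalization the numbers were 0 and 17, and after rescaling without small noncoding genes 0 and 16. The count was highest with array weights, at 61 genes. Leaving out control replicate 3 gave 22 genes, leaving out control replicate 2 gave 18, leaving out HP1a RNAi replicate 2 gave 11, leaving out control replicate 1 gave 3, and leaving out either HP1a RNAi replicate 1 or HP1a RNAi replicate 3 gave 0.

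The largest of these falls was in Nipped-A (CG33554), with 6.32 ± 2.56 TPM against 16.0 ± 5.58 TPM in the control (SD, n = 3 each). Its log2 fold change was -1.23 (SE 0.27, adjusted p-value 0.0275), or -0.96 relative to the median gene. l(3)80Fj (CG17514) had a log2 fold change of -1.18 (SE 0.21, adjusted p-value 0.00976), or -0.91 relative to the median gene. The other genes were Nipped-B, CG40160 and MFS17, with changes relative to the median gene of -0.68, -0.62 and -0.44. In each of the 5 genes, 3 of the 3 libraries labelled HP1a RNAi lay below every control library. Of 13 heterochromatic genes named in advance, 9 were tested, and Nipped-A and Nipped-B were those past the threshold. Their log2 fold changes ran from -1.23 to -0.10, or from -0.96 to 0.17 relative to the median gene. The light (lt) and rolled (rl) genes were among those not past it. Those not tested (Cht3, CG40006, CR41501 and CR33294) had a mean under 1 TPM over the 9 libraries. In each of them, 3 of the 3 libraries labelled HP1a RNAi lay below every control library in TPM as deposited. The same held in the libraries labelled Su(var)3-9 RNAi for CG40006, CR41501 and CR33294, but not for Cht3. CG40006 and CR41501 had at most 0.16 and 0.12 TPM in any library, so their values lie near the floor. None of 6 chromatin factors named in advance (G9a, egg, HP1b, HP1c, Mes-4 and ADD1) passed, with log2 fold changes from -0.32 to -0.10 and 0 genes at an unadjusted p-value under 0.05. Relative to the median gene, these factors ran from -0.05 to 0.17. Among 6 further genes named in advance (Trl, rad50, HmgZ, Nup75, Su(var)2-10 and LamC), LamC (CG10119) passed. It was listed at 1.18, 1.05 and 1.10 TPM against 2.31, 2.34 and 4.17 TPM in the control, a log2 fold change of -0.87 (SE 0.18, adjusted p-value 0.0198), or -0.60 relative to the median gene. LamC and the 5 heterochromatic genes did not pass after size factors. Trl, rad50, HmgZ, Nup75 and Su(var)2-10, which the study names as higher, were not past the threshold. They lay 0.03 to 0.47 above the median gene, while 3 of the 6 further genes, LamC included, were lower as deposited.

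For Su(var)3-9 RNAi, 11 genes passed an adjusted p-value of 0.05, 1 higher (Su(var)3-9 itself) and 10 lower than in the control, and 496 had an unadjusted p-value under 0.05. After size factors 5 genes passed, 1 higher and 4 lower, and 4 of these were among the 11. The count moved most with array weights, to 4103 genes, of which 41 were higher and 4062 lower. Leaving out Su(var)3-9 RNAi replicate 3 gave 724 genes, 10 higher and 714 lower. Leaving out Su(var)3-9 RNAi replicate 1 or replicate 2 gave 140 or 125 genes, control replicate 1 gave 18, and control replicate 2 gave 5. 5SrRNA:CR33441 was listed at 0 in each library labelled Su(var)3-9 RNAi and at 71.1, 270.4 and 222 TPM in the control (adjusted p-value 4.52e-08). snoRNA:Psi18S-525b (CR34572) was listed at 0 in each library labelled Su(var)3-9 RNAi and at 47.4, 67.6 and 29.6 TPM in the control (adjusted p-value 4.52e-08). Both have near-identical copies and are uncertain. Hsp70Aa (CG31366) had 1.74 ± 1.31 TPM against 11.2 ± 2.44 TPM in the control (SD, n = 3 each). Its log2 fold change was -2.27 (SE 0.35, adjusted p-value 0.0103), or -2.04 relative to the median gene. It was lower in 3 of the 3 libraries than in any control, and it did not pass after size factors.

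No heterochromatic gene passed in the libraries labelled Su(var)3-9 RNAi, whether adjusted over the list alone or over all genes (0 of 148 in both), and 5 of the 148 had an unadjusted p-value under 0.05. Leaving out Su(var)3-9 RNAi replicate 3 gave 25 genes when adjusted over the list alone, all lower, and leaving out control replicate 1 or Su(var)3-9 RNAi replicate 1 gave 1 gene, higher. Of the genes named in advance, apart from the targets, none passed. Without 1 library the number ran from 0 to 3, the highest without Su(var)3-9 RNAi replicate 3. The 9 tested heterochromatic genes had log2 fold changes from -1.28 to 0.15, with 2 at an unadjusted p-value under 0.05, and the chromatin factors from -0.39 to -0.07, with 0. Relative to the median gene, these ranges were -1.06 to 0.38 and -0.17 to 0.16. LamC had a log2 fold change of -0.77 (SE 0.26, adjusted p-value 0.420), or -0.54 relative to the median gene. Its values lay below every control in 3 of the 3 libraries. Trl, rad50, HmgZ, Nup75 and Su(var)2-10 lay 0.14 to 0.29 above the median gene, none past the threshold.

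The labels give no sequencing batch or date. The 3 control and Su(var)3-9 RNAi libraries with the highest protein-coding share were control replicates 1 and 3 and Su(var)3-9 RNAi replicate 3. Neither side of this division holds enough libraries of each group for a test of its own. With the division as a term in the fit, 4 genes passed, 1 higher and 3 lower in the libraries labelled Su(var)3-9 RNAi. The same division by share among the 6 control and HP1a RNAi libraries put control replicates 1 and 3 and HP1a RNAi replicate 3 on one side, and 204 genes passed with it as a term, 10 higher and 194 lower. HP1a RNAi replicate 3, at 10.97%, lay close to control replicate 2, at 10.72%, on the other side. This division therefore hardly separates those libraries by share, and the 204 genes do not show whether share accounts for the calls.

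**Figure D3:**
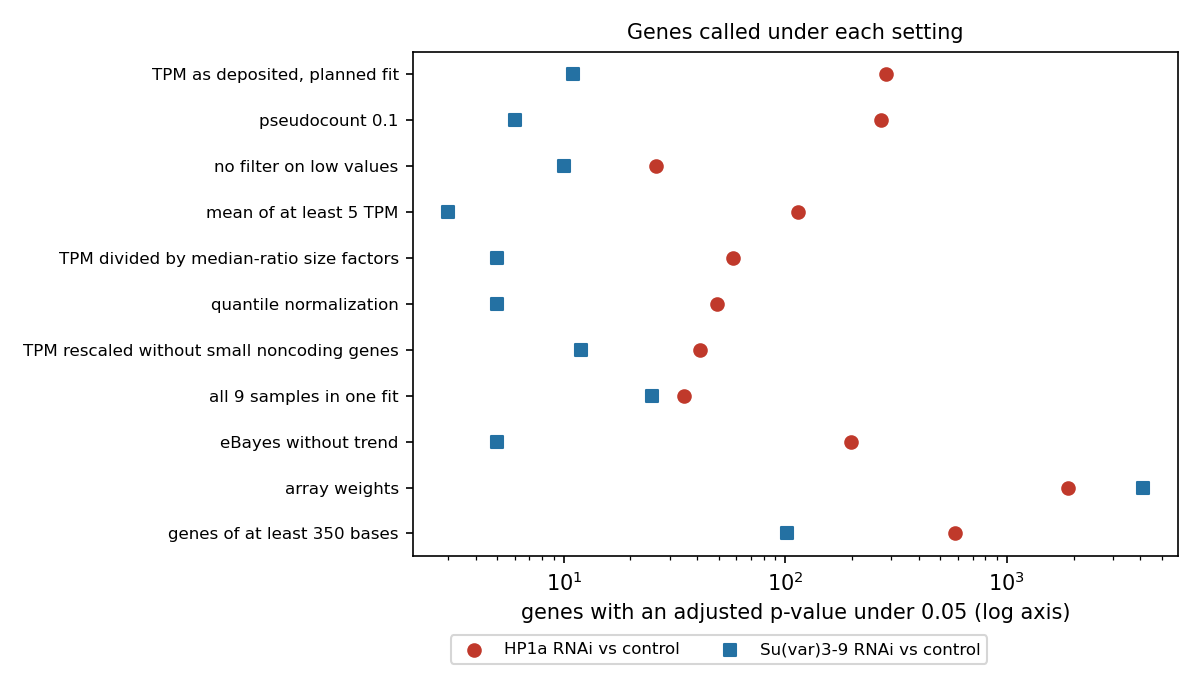
Number of genes with an adjusted p-value under 0.05, on a log axis, in the HP1a RNAi (red circles) and Su(var)3-9 RNAi (blue squares) comparisons with the control, one line per processing setting. The count ran from 26 to 1879 for HP1a RNAi and from 3 to 4103 for Su(var)3-9 RNAi.

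No shift of the 248-gene list as a whole, which may not hold every heterochromatic gene, was detected against other genes. Its median log2 fold change was -0.29 in the libraries labelled HP1a RNAi, against -0.27 for all genes (camera p-value 0.999), and -0.20 in the libraries labelled Su(var)3-9 RNAi, against -0.23 for all genes (camera p-value 0.0809). For HP1a RNAi, 134 of the 148 were lower as deposited and 75 of the 148 after size factors. For Su(var)3-9 RNAi, the numbers were 123 and 68. Single libraries changed this. In HP1a RNAi the list lay above all genes without control replicate 1 (camera p-value 0.0410) and below them without control replicate 3 (7.04e-04). In Su(var)3-9 RNAi it lay above all genes without control replicate 1 (3.25e-04), control replicate 2 (0.00285) or Su(var)3-9 RNAi replicate 1 (0.0215). Over all alternatives the p-values ran from 7.04e-04 to 1.00 and from 3.25e-04 to 0.970.

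The 19 tested heat shock genes were lower in both comparisons. Their median was -1.04 in the libraries labelled HP1a RNAi, or -0.77 relative to all genes (camera p-value 2.70e-12), and 18 of the 19 were lower. It was -0.86 in the libraries labelled Su(var)3-9 RNAi, or -0.63 relative to all genes (camera p-value 2.38e-14), and 18 of the 19 were lower. After size factors the medians were -0.71 and -0.59, with 18 of the 19 lower in each comparison. After quantile normalization 18 and 15 were lower. With the correlation between genes estimated, the camera p-values were 0.0628 and 0.0458, so that only the second stayed under 0.05, while both did with fry (0.00222 and 0.00770). Single heat shock genes past the threshold numbered 10 and 3, and after size factors 8 and 1.

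**Figure D4:**
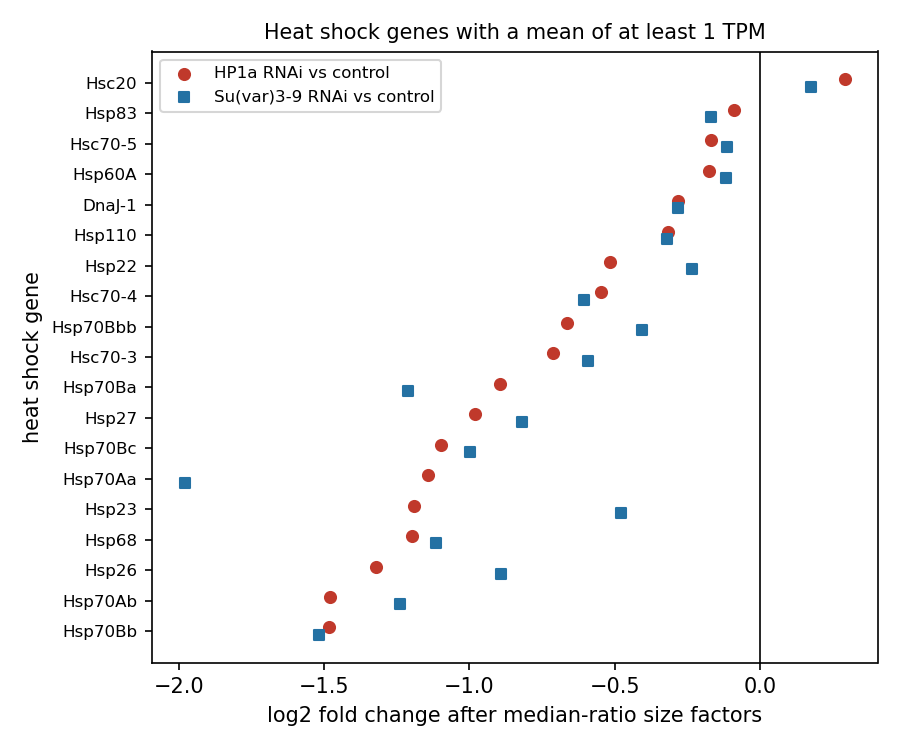
Log2 fold change after median-ratio size factors of the 19 heat shock genes with a mean of at least 1 TPM, one gene per line, for HP1a RNAi (red circles) and Su(var)3-9 RNAi (blue squares) against the control, with a vertical line at no change. The points lie between -1.49 and 0.29 for HP1a RNAi and between -1.98 and 0.18 for Su(var)3-9 RNAi, and the gene right of the line in both, under this scaling, is Hsc20.

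The 130 snRNA and snoRNA genes had a median log2 fold change of 0.49 in the libraries labelled HP1a RNAi, or 0.76 relative to all genes (camera p-value 2.29e-68). The p-value was 0.00219 with the correlation estimated and 0.0228 with fry. After size factors the median was 0.82. In the libraries labelled Su(var)3-9 RNAi the median was -2.24, or -2.01 relative to all genes, with a camera p-value of 0.659, 0.879 with the correlation estimated and 0.348 with fry. The camera statistic pointed up while the median was lower, so no direction is given for this list. Without Su(var)3-9 RNAi replicate 3 the median was 0.20, or 0.57 relative to all genes.

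The knockdown groups were also compared directly. Between them, 4 genes passed, 3 higher and 1 lower in the libraries labelled HP1a RNAi, and 121 had an unadjusted p-value under 0.05. Leaving out Su(var)3-9 RNAi replicate 1 raised the count to 29 genes and leaving out HP1a RNAi replicate 2 raised it to 9, and with array weights it was 1817. The genes included both targets, each higher in the libraries that carried its label. The HP1a gene had a log2 fold change of 2.48 (SE 0.23, adjusted p-value 0.00948) and Su(var)3-9 one of -3.67 (SE 0.24, adjusted p-value 0.00125). The HP1a gene fell short of the threshold without a filter on low values and without HP1a RNAi replicate 1, HP1a RNAi replicate 3 or Su(var)3-9 RNAi replicate 2, and Su(var)3-9 fell short without a filter. The other 2 were 5SrRNA:CR33441 and snoRNA:Psi18S-525i (CR34584), which were listed at 0 in each library labelled Su(var)3-9 RNAi. Of the tested heterochromatic genes 0 passed when adjusted over the list alone, and 2 of the 148 had an unadjusted p-value under 0.05. These numbers were 1 and 16 after size factors and 1 and 14 after rescaling without small noncoding genes. They were 34 and 62 with array weights, and 0 and 30 without Su(var)3-9 RNAi replicate 3. Without that library, 1041 of all genes tested had an unadjusted p-value under 0.05.

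The gene lists were compared between the knockdown groups as well, which was not set before the data were examined. The 130 snRNA and snoRNA genes had a median log2 fold change of 3.12 in the libraries labelled HP1a RNAi against those labelled Su(var)3-9 RNAi, or 3.16 relative to all genes (camera p-value 1.45e-24), and 36 of the 130 were lower. The p-value was 0.0115 with the correlation estimated and 0.162 with fry. Without Su(var)3-9 RNAi replicate 3 the median was 0.0813, or -0.0302 relative to all genes, and without Su(var)3-9 RNAi replicate 1 it was 4.88. The 19 heat shock genes had a median of -0.11, or -0.0758 relative to all genes (camera p-value 0.0832), and 14 of the 19 were lower. After size factors the list lay at -0.0728 relative to all genes (camera p-value 0.0447) and after quantile normalization at -0.20 (0.00506). Over all alternatives its p-values ran from 0.00506 to 0.572. Leaving out HP1a RNAi replicate 1 gave a p-value of 0.0197 and leaving out Su(var)3-9 RNAi replicate 3 one of 0.0240. The heterochromatic list had a median of -0.0525, against -0.0358 for all genes (camera p-value 0.129). It lay below all genes with a p-value of 0.00830 without HP1a RNAi replicate 2 and of 0.00138 without Su(var)3-9 RNAi replicate 1. It lay above them without HP1a RNAi replicate 1 or Su(var)3-9 RNAi replicate 3 (medians -0.0284 and 0.16), and its p-values ran from 0.00138 to 0.836 over the alternatives.

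Of the genes past the threshold, 6 changed the same way in both comparisons with the control, and all 6 were lower: CG12560, Syp, Unr, Hsp70Aa, Hsp70Ba and Hsp70Bb. They are named because of this result, after their values were seen. After size factors 1 gene did. Leaving out Su(var)3-9 RNAi replicate 3 gave 204 genes, Su(var)3-9 RNAi replicate 1 gave 25, Su(var)3-9 RNAi replicate 2 gave 28, and control replicate 2 gave 0. Across genes, the log2 fold changes of the comparisons had a Spearman correlation of 0.70 and a Pearson correlation of 0.20. Genes are not independent replicates, and both comparisons share the control libraries. In 100 simulations of unchanged groups with independent genes against the same controls, the Spearman correlation ran from 0.44 to 0.49. In 100 simulations that reassigned the residuals of the libraries its median was 0.51 and its range -1 to 1, and 23 of the 100 were as high as the observed value. That range is too wide to decide. The Pearson correlation was as high as observed in 100 and 81 of the 100. No simulation of either kind gave as many shared genes, and the highest number was 3.

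At the transcript level, 25 of 7704 tested transcripts passed in the libraries labelled HP1a RNAi, 6 higher and 19 lower, and 6 passed in the libraries labelled Su(var)3-9 RNAi, 2 higher and 4 lower. The first count was 1056 without control replicate 2 and 6 to 10 without control replicate 1 or any 1 of the HP1a RNAi libraries. The second moved most with array weights, to 2035, and it was 17 without Su(var)3-9 RNAi replicate 1.

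The 248 heterochromatic genes were sorted by mean TPM into those with no expression (under 1 TPM), low (1 to 10), moderate (over 10 to 50) and high expression (over 50). In the control, 95 genes had no expression, 80 low, 56 moderate and 17 high expression. In the libraries labelled HP1a RNAi the numbers were 105, 86, 43 and 14, and in the libraries labelled Su(var)3-9 RNAi 102, 83, 48 and 15. In all, 214 genes were in the same class in all 3 groups. After size factors the control had 99, 85, 48 and 16 genes in these classes and the libraries labelled HP1a RNAi 103, 85, 45 and 15. No test was made of these numbers.

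The authors' deposited tables give a posterior probability of differential expression per gene. The header does not say which condition is the numerator of the fold change. The knockdown was taken as the numerator because the file naming places it first and because the fold changes rise with those in TPM. In the authors' deposited table for HP1a RNAi, 281 genes had a posterior probability above 0.95, with a fold change above 1 for 98 and below 1 for 183. In the authors' deposited table for Su(var)3-9 RNAi, 218 genes did, 57 above 1 and 161 below 1. The authors' deposited tables had 101 such genes in common, and all 101 had the same direction in both. On the heterochromatic list there were 8 and 5 such genes in the authors' deposited tables. The authors' deposited tables gave a posterior fold change of 5.33 for the HP1a gene in HP1a RNAi and 17.1 for Su(var)3-9 in Su(var)3-9 RNAi. Of the genes called in the authors' deposited table for HP1a RNAi, 247 were tested in TPM and 123 passed there too. In the authors' deposited table for Su(var)3-9 RNAi, the numbers were 193 and 6.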

Values the study reported

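The study reported that RNAi lowered HP1a protein by about 72% and Su(var)3-9 by about 70%. It counted 281 differentially expressed genes after HP1a RNAi and 216 after Su(var)3-9 RNAi, and 101 of these were common to the conditions. Of the heterochromatic genes, it listed 20 as differentially expressed after HP1a RNAi and 9 after Su(var)3-9 RNAi.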

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

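The direct comparison of genes in this part, its alternatives and the fits of genes after size factors were fixed before the data were examined. The comparison of the gene list, its alternatives and the other tests of explanations were chosen after the results were seen. The results are 4 genes and 1 gene list that differed between the libraries labelled HP1a RNAi and those labelled Su(var)3-9 RNAi in a direct test of that difference.

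The HP1a gene was higher in the libraries labelled HP1a RNAi than in those labelled Su(var)3-9 RNAi, with a log2 fold change of 2.48 (SE 0.23, adjusted p-value 0.00948), and Su(var)3-9 was lower there, with a log2 fold change of -3.67 (SE 0.24, adjusted p-value 0.00125). The HP1a gene fell short of the threshold in this comparison without a filter on low values and without HP1a RNAi replicate 1, HP1a RNAi replicate 3 or Su(var)3-9 RNAi replicate 2, and Su(var)3-9 fell short without a filter. Against the control, each target rose in the libraries that carried its label, where a knockdown would lower it. An exchange of the knockdown labels that lowered either target by 2 times or more is argued against. It would lower the HP1a gene in the libraries labelled Su(var)3-9 RNAi, where its log2 fold change was -0.0542 after size factors (95% limits -0.41 and 0.31). As deposited it was -0.33, with wider limits of -1.28 and 0.62 that include a fall of 2 times. For Su(var)3-9 the transcript CG6476-RA was used, which rose with that label, because the value of the gene can include reads of eIF2gamma. In the libraries labelled HP1a RNAi its log2 fold change was 0.18 after size factors (95% limits -0.19 and 0.54) and -0.0644 as deposited (-0.60 and 0.47). On this scale a fall of 2 times would be -0.66. Smaller falls are not excluded. A different TPM scale between libraries is argued against as well. After size factors the log2 fold change against the control was 2.48 for the HP1a gene and 3.73 for Su(var)3-9, both past the threshold. A candidate explanation is that reads from the transfected dsRNA were counted as the gene. For the HP1a gene it cannot be told apart from a real shift between transcripts. CG8409-RA fell by 3.15 on the log2 scale while CG8409-RB rose, but the study placed its dsRNAs on exons common to the isoforms, and reads from such exons need not part the transcripts. For Su(var)3-9 dsRNA reads cannot be told apart from endogenous RNA either, because CG6476-RA, which rose by 6.50 on the log2 scale, would hold both. The sequences of the dsRNAs and the reads were not analysed here, so the level of endogenous target RNA stays open in both groups, and a biological rise was not tested.

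5SrRNA:CR33441 differed by 7.21 on the log2 scale of the fit (SE 0.16, adjusted p-value 4.41e-07), because each library labelled Su(var)3-9 RNAi listed it at 0, while the libraries labelled HP1a RNAi had 139, 171 and 135.0 TPM. It has 135 bases. Reads shared between near-identical copies may explain replicate 1 of Su(var)3-9 RNAi, where the equal-length copy 5SrRNA:CR33407 had 533 TPM. In the control and HP1a RNAi libraries these copies had identical values. A lower length limit on short transcripts may explain the other zeros, since the shortest gene above 0 had 137 bases in Su(var)3-9 RNAi replicate 2 and 146 bases in replicate 3. A length limit does not account for replicate 1, where genes down to 131 bases were above 0. A biological difference between the knockdowns was not tested.

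snoRNA:Psi18S-525i differed by 6.20 on the log2 scale of the fit (SE 0.50, adjusted p-value 0.00371), with 0 TPM in each library labelled Su(var)3-9 RNAi and 47.7, 43.0 and 186 TPM in those labelled HP1a RNAi. It was also listed at 0 in 2 of the 3 control libraries. It has 136 bases and belongs to a family of 11 similar genes. The family together had 488 TPM in Su(var)3-9 RNAi replicate 1, so reads may have been assigned to other members there. In Su(var)3-9 RNAi replicate 2 the shortest gene above 0 had 137 bases, so a length limit may account for that zero. Both explanations stay open, and a biological one was not tested beyond them.

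The snRNA and snoRNA list was higher in the libraries labelled HP1a RNAi than in those labelled Su(var)3-9 RNAi, by 3.16 relative to all genes (camera p-value 1.45e-24, with 36 of the 130 genes lower). The p-value was 0.0115 with the correlation estimated and 0.162 with fry, and it ran from 8.18e-85 to 0.275 over the alternatives. The difference may come from 1 library, since without Su(var)3-9 RNAi replicate 3 the list lay at -0.0302 relative to all genes (p-value 0.0251, pointing down). Without Su(var)3-9 RNAi replicate 1 it lay at 5.03. A longer minimum length for short transcripts in replicate 3 may be the source, since the list genes of at least 150 bases lay at -0.24 (p-value 0.116). Other splits of the 6 libraries gave a camera p-value as small in 7 of 10, the real one included. A biological difference between the knockdowns was not tested apart from these.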

How the results depend on the processing

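The fits restricted by gene length, the unequal-variance test, fry after size factors, the heat shock list without Hsp70, the block by protein-coding share and all alternatives for gene lists between the knockdowns were chosen after the data were seen. Causes were not tested except where stated.

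The HP1a gene and Su(var)3-9 were higher in the libraries with their label under all 16 alternatives each, with log2 fold changes relative to the median gene from 2.29 to 2.52 and from 3.27 to 3.93. One fell short of the threshold: the HP1a gene without a filter, at a log2 fold change of 2.15. Without 1 library, the log2 fold changes, here not relative to the median gene, ran from 1.93 to 2.31 and from 3.26 to 3.68.

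Genes past the threshold in HP1a RNAi numbered 285. They were 26 without a filter, 114 with a mean of at least 5 TPM, 58 after size factors, 49 after quantile normalization, 41 after rescaling without small noncoding genes, 35 with all 9 libraries in one fit, 1879 with array weights and 582 among genes of at least 350 bases. Across the 6 fits that left out 1 library they ran from 60 (without control replicate 1) to 2767 (without control replicate 2), with 78 to 182 without an HP1a RNAi library. With a block by protein-coding share they were 204, although that division hardly separated the HP1a RNAi libraries from control replicate 2 by share. For Su(var)3-9 RNAi the count of 11 became 6 with a pseudocount of 0.1, 3 with a mean of at least 5 TPM, 5 after size factors, 5 after quantile normalization, 5 without trend, 25 with all 9 libraries, 4103 with array weights, 102 among genes of at least 350 bases and 4 with a block by protein-coding share. Leaving out 1 library gave 5 (control replicate 2) to 724 (Su(var)3-9 RNAi replicate 3). The 4 genes of the direct comparison became 1 without a filter, 8 after quantile normalization and 1817 with array weights, and 3 to 29 without 1 library, the highest without Su(var)3-9 RNAi replicate 1.

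Transcripts past the threshold in HP1a RNAi (25) became 6 without a filter, 11 after rescaling without small noncoding genes and 10 with all 9 libraries, and 6 (without HP1a RNAi replicate 3) to 1056 (without control replicate 2) without 1 library. In Su(var)3-9 RNAi (6) they became 3 with a pseudocount of 0.1, 3 with a mean of at least 5 TPM, 3 after quantile normalization, 2 after rescaling without small noncoding genes and 2035 with array weights, and 4 to 17 without 1 library, the highest without Su(var)3-9 RNAi replicate 1.

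Heterochromatic genes past the threshold over the list alone in HP1a RNAi (5) became 2 with a mean of at least 5 TPM, 2 without trend, 61 with array weights and 23 among genes of at least 350 bases. They became 0 after size factors, 0 after quantile normalization, 0 after rescaling without small noncoding genes and 0 with all 9 libraries, where 18, 17, 16 and 18 had an unadjusted p-value under 0.05. The unmoderated per-gene test over all 248 genes gave 34 at an unadjusted p-value and 1 after adjustment, and with unequal variances 20 and 1. All 34 and all 20 were lower, and 19 of the 34 and 12 of the 20 had a mean under 1 TPM. Without 1 library the count ran from 0 (without HP1a RNAi replicate 1 or 3) to 22 (without control replicate 3). In Su(var)3-9 RNAi the count of 0 became 97 with array weights and 4 among genes of at least 350 bases. The unmoderated test gave 13, with unequal variances 9, all lower and all under 1 TPM, and 0 of these passed after adjustment. Leaving out 1 library gave 0 to 25, the highest without Su(var)3-9 RNAi replicate 3.

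Among the gene lists against the control, the heat shock list kept its direction under all 21 alternatives in each comparison. It fell short of the threshold in HP1a RNAi with the correlation estimated, at a median of -1.04, and its median ran from -1.17 to -0.80 (HP1a RNAi) and from -1.03 to -0.66 (Su(var)3-9 RNAi) without 1 library, both highest without control replicate 3. The snRNA and snoRNA list was higher in HP1a RNAi under every alternative that gave a value, from 0.33 to 0.70 without 1 library. Rescaling without small noncoding genes left none of it to test. In Su(var)3-9 RNAi its median of -2.24 was not past the threshold, and the test statistic pointed up, against the median. It passed, with the statistic still pointing up, at -2.24 without a filter, at -2.24 with all 9 libraries and at -2.24 without trend, and with the statistic pointing down at -1.83 after quantile normalization. These passes support neither direction. The median reversed to 0.14 with array weights and to 0.29 among list genes of at least 150 bases. Without 1 library it ran from -3.22 (Su(var)3-9 RNAi replicate 1) to 0.20 (Su(var)3-9 RNAi replicate 3). In these fits the statistic passed pointing down without control replicate 1 or Su(var)3-9 RNAi replicate 1 or 2, passed pointing up without control replicate 2 (median -1.71) or Su(var)3-9 RNAi replicate 3, and did not pass without control replicate 3. The heterochromatic list stayed between 0.15 below and 0.13 above the median of all genes. In HP1a RNAi its median ran from -0.38 (without control replicate 2) to -0.13 (without control replicate 1) and lay above all genes in both fits. It passed the threshold without control replicate 1, and in the other direction, at -0.36, without control replicate 3. In Su(var)3-9 RNAi its position reversed to below all genes at -0.15 without a filter and at -0.42 with array weights, and it passed the threshold at -0.20 with all 9 libraries. There, leaving out 1 library gave -0.41 (without Su(var)3-9 RNAi replicate 3) to -0.0439 (without control replicate 1). It passed the threshold without control replicate 1 or 2 or Su(var)3-9 RNAi replicate 1, and lay below all genes without control replicate 3 or Su(var)3-9 RNAi replicate 3.

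Between the knockdowns, the snRNA and snoRNA list had a median of 3.12. It fell short of the threshold with fry (3.12), with fry after size factors (3.07) and with array weights (0.089), and reversed to -0.28 among list genes of at least 150 bases. Without 1 library it ran from 0.0813 (Su(var)3-9 RNAi replicate 3), where it lay below all genes and passed pointing down, to 4.88 (Su(var)3-9 RNAi replicate 1). The heat shock list, at -0.11, lay below all genes under all 21 alternatives. It passed the threshold at -0.0582 after size factors, at -0.24 after quantile normalization, at -0.0139 after rescaling without small noncoding genes, at -0.11 without the Hsp70 genes and at -0.0582 without them after size factors. Without 1 library it ran from -0.20 (Su(var)3-9 RNAi replicate 1) to 0.0422 (Su(var)3-9 RNAi replicate 3), and it passed without HP1a RNAi replicate 1 or Su(var)3-9 RNAi replicate 3. The heterochromatic list, at -0.0525, ran from -0.26 (without Su(var)3-9 RNAi replicate 1) to 0.16 (without Su(var)3-9 RNAi replicate 3). It passed without HP1a RNAi replicate 2 or Su(var)3-9 RNAi replicate 1, and lay above all genes without HP1a RNAi replicate 1 or Su(var)3-9 RNAi replicate 3.

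The 6 genes shared by both comparisons became 1 with a pseudocount of 0.1, 1 after size factors, 1 after quantile normalization, 0 without a filter, 0 with a mean of at least 5 TPM, 0 without trend, 15 with all 9 libraries, 1723 with array weights, 91 among genes of at least 350 bases and 17 at an adjusted p-value under 0.1. Across 9 fits without 1 library they ran from 0 (control replicate 2) to 204 (Su(var)3-9 RNAi replicate 3). Their Spearman correlation ran from 0.64 to 0.76 in these fits. The expression classes stayed within 1.5 times their counts under each alternative run. The deposited tables had 212 and 155 genes above 0.99.

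Among the 21 results for single named genes, 324 alternative values gave 88 that lost significance, 1 that gained it and 5 that reversed. Most losses came without a filter (15), with all 9 libraries (11), after quantile normalization (10) and after size factors (9). Without control replicate 1, 8 calls were lost, without HP1a RNAi replicate 3, 8, and without HP1a RNAi replicate 1, 7. In the direct comparison, the HP1a gene fell short without a filter and without HP1a RNAi replicate 1, HP1a RNAi replicate 3 or Su(var)3-9 RNAi replicate 2. Nipped-A, Nipped-B, LamC, CG40160 and MFS17 were lost without control replicate 1, HP1a RNAi replicate 1 or HP1a RNAi replicate 3. Relative to the median gene, the unchanged Su(var)3-9 in HP1a RNAi reversed to -0.0624 without a filter and to -0.0105 with array weights, and ran from -0.0287 to 0.11 without 1 library. The HP1a gene in Su(var)3-9 RNAi reversed to 0.11 after quantile normalization and ran from -0.20 to 0.0077. Of the preset genes short of the threshold, 18 in HP1a RNAi gave 284 values, 30 of the opposite sign. In Su(var)3-9 RNAi 21 gave 330 values, 14 of the opposite sign. Without 1 library, preset genes past the threshold in HP1a RNAi ran from 0 (control replicate 1) to 8 (control replicate 2).

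Replicate numbers are shared by the groups, but they do not pair the libraries. The correlation of deviations from the group means in same-numbered libraries ran from -0.45 to 0.12, and 2 of 9 were over 0.1. With the replicate number as a block, 605 genes passed in HP1a RNAi, 108 in Su(var)3-9 RNAi and 7 and 3 transcripts. The heterochromatic list had 23 and 0 genes with the block, the overlap 67, and the snRNA and snoRNA list in Su(var)3-9 RNAi a median of -2.24, past the threshold with the statistic pointing down. In the direct comparison the HP1a gene did not pass with the block.

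Depth is unknown from these TPM and was not used here, and whether it limits a low gene was not examined.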

Other observations

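Tests in this part were chosen after the results were seen, with some exceptions. Fixed before were those of gene length in HP1a RNAi, other splits of the libraries against the control, shared controls and the deposited tables. So were the knockdown fits against the control of all genes and whole gene lists, after size factors or with a library left out. The equal-variance per-gene test of heterochromatic genes was also fixed before. The reading of the length test was settled after its value was seen.

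Many more genes were lower than higher in the libraries labelled HP1a RNAi, 271 against 14. The share of TPM taken by small noncoding genes was higher there, and this may account for much of the imbalance, since the genes called lower fell from 271 to 46 after size factors. Gene length is argued against as the whole cause. The Spearman correlation of log2 fold change with length was -0.10 across 6374 genes of at least 350 bases, far from the value under -0.3 set for it, although just outside the range set for no trend. Whether the 46 genes reflect the treatment stays open. Splits were run on TPM as deposited, not after size factors. There, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 285 genes in both directions together, and 1 of the 10 splits gave as many transcripts. The smallest share that 10 splits allow is 0.1.

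The count in Su(var)3-9 RNAi was reached by other splits. Here 2 of the 10 splits of the 6 libraries gave as many genes, and 2 of the 10 splits gave as many transcripts. The other split for genes set control replicates 1 and 3 and Su(var)3-9 RNAi replicate 3 against the rest and gave 1082 genes. It divides the libraries by protein-coding share, with at least 14.1% on one side and at most 10.7% on the other. After size factors this split gave 0 genes, and with it as a block the real comparison gave 4. In the direct comparison, 2 of the 10 splits of the 6 libraries gave as many genes.

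For heterochromatic genes past the threshold, 1 of the 10 splits gave as many in HP1a RNAi and 10 of the 10 in Su(var)3-9 RNAi, where the real count was 0. For the heterochromatic list as a whole, 10 of the 10 splits gave a camera p-value as small in HP1a RNAi, 8 of the 10 in Su(var)3-9 RNAi and 7 of the 10 in the direct comparison.

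Heat shock genes were lower in both knockdowns. Several technical explanations are argued against. After size factors the list lay at -0.72 relative to all genes in HP1a RNAi and at -0.58 in Su(var)3-9 RNAi, so the TPM scale does not account for it. Without the Hsp70 copies, which share reads, it lay at -0.52 and at -0.31, a smaller shift in both, so it did not rest on the copies alone. Without any 1 control library the smallest shift over both comparisons was -0.48. Gene length is argued against in both comparisons, although the log2 fold change followed length more closely in Su(var)3-9 RNAi (Spearman correlation -0.24) than in HP1a RNAi (-0.10). Of 10000 random lists matched on gene length, 0 had a median as low as the observed -0.71 in HP1a RNAi and 0 as low as the observed -0.59 in Su(var)3-9 RNAi. The share is given as 1e-04 in each, the smallest they can give, and the lowest random medians were -0.26 and -0.28. In each comparison with the control, 1 of the 10 splits gave a camera p-value as small. A difference in the handling of the control cultures cannot be told apart from an effect of the dsRNA treatments, because both comparisons use the same 3 control libraries. Between the knockdowns, the list lay at -0.0758 relative to all genes in HP1a RNAi (camera p-value 0.0832), and 3 of the 10 splits gave a p-value as small. This value was below 0 under all 21 alternatives, from -0.20 after quantile normalization (p-value 0.00506) to -0.0403 with array weights, with p-values from 0.00506 to 0.572. The p-value was 0.0447 after size factors, 0.00904 without the Hsp70 genes, 0.0197 without HP1a RNAi replicate 1 and 0.0240 without Su(var)3-9 RNAi replicate 3. Whether the knockdowns differ in these genes therefore stays open. An effect of depleting HP1a or Su(var)3-9 stays open and was not tested.

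Su(var)3-9 RNAi replicate 3 lay apart from the other libraries. A mislabelled library is argued against by its 463 TPM of Su(var)3-9, with its group. A longer minimum length for short transcripts in this library may explain the distance. Once small noncoding genes were left out, its median correlation with the other 8 libraries was 0.963, and its range of 0.942 to 0.971 met the 0.946 to 0.984 of the other pairs. A biological explanation was not tested.

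The snRNA and snoRNA genes were higher in the libraries labelled HP1a RNAi. A minimum length is argued against as the whole source, since the list genes of at least 150 bases lay 0.42 above all genes. The whole list lay 0.76 above them, so a minimum length stays open for a part of the shift. In Su(var)3-9 RNAi the list genes of at least 150 bases lay 0.52 above all genes. Their shift was therefore not particular to HP1a RNAi. Control replicate 3, with the lowest snoRNA share, is argued against as the source, since without it the list lay 0.54 above all genes. A different recovery of short RNA cannot be told apart from an effect of the treatment. The snoRNA share differed by 20.95 percentage points within the control, more than the 12.5 points between the group means. That range rests on control replicate 3, at 24.1%, while the other controls had 45.09% and 45.07%. The libraries labelled HP1a RNAi had 48.94% to 52.75%, above every control. The difference between the group means rests in part on control replicate 3 as well. With 3 libraries per group, the lack of overlap cannot exclude spread between libraries as its source. The shares cannot separate recovery from treatment, because either could raise them. With the real split included, 3 of the 10 splits gave a camera p-value as small, and in Su(var)3-9 RNAi 10 of the 10 did.

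The log2 fold changes of both knockdowns rose and fell together. An effect of the shared controls cannot be told apart from a shared response. Of the 100 simulations that reassigned library residuals 23 gave a Spearman correlation as high, but their correlations ran from -1 to 1. In 6 of them the reassignment alone fixed the value close to -1 or 1, and 18 of the others were as high. With 3 residuals per group, this spread is too wide to decide. In simulations with independent genes 0 of the 100 were as high, while the Pearson correlation was as high as the observed 0.20 in all 100 of these and in 81 of the others. The overlap of calls is less easily reached: 2 of the 100 splits of the 9 libraries into 3 groups, the real one included, gave 6 or more shared genes.

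More genes had a fold change above 1 in the authors' deposited tables than were called higher in TPM. A different TPM scale between libraries may explain the direction of these genes in TPM. Of 90 tested genes called with a fold change above 1 in the authors' deposited table for HP1a RNAi, 65 were higher in TPM as deposited and 90 after size factors. For Su(var)3-9 RNAi 44 and then 57 of 57 were. It does not explain the number of calls, since size factors did not raise the genes called higher in TPM, which went from 14 to 12 in HP1a RNAi and stayed at 1 in Su(var)3-9 RNAi. Heat shock genes called in the authors' deposited tables numbered 10 and 8, and all had a fold change below 1.

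Counts here come from limma on log2(TPM + 1), while the study's methods name RSEM for differential expression, so unlike methods are set side by side. In HP1a RNAi 285 genes passed here, and 123 of them were also called in the authors' deposited table. The authors' deposited table for Su(var)3-9 RNAi holds 218 genes with a posterior probability above 0.95. The number of genes past the threshold in Su(var)3-9 RNAi was 11. That is lower than the value quoted from the study above. The number shared by both comparisons was 6. That is lower than the value quoted from the study above. The numbers of heterochromatic genes past the threshold were 5 and 0. Both are lower than the values quoted from the study above. For heterochromatic genes, the study's figure legend names a Student's t-test at a p-value under 0.05. Its methods name a false discovery rate of 0.05 for differentially expressed genes. An unmoderated per-gene test at an unadjusted p-value under 0.05 was run here over all 248 genes. It gave 34 and 13 genes with equal variances and 20 and 9 with unequal variances, so the numbers depend on the criterion. The counts with unequal variances equal those quoted from the study. Whether these were the same genes was not compared.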
